A study of Mus musculus with 24 samples. Its data were reported in "Cellular effects of splenectomy on liver regeneration after 70% resection" (2025).

How the data were processed

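RNA of F4/80+ liver cells from mice was measured on 24 Clariom S mouse arrays, in 8 groups of 3 per the labels: intact, SE, LR at 24 h, 3 days and 7 days, and LR+SE at the same times. LR is 70% liver resection and SE is splenectomy, done 7 days before resection in LR+SE. Macrophages were enriched on a density gradient and selected with F4/80 beads. Preparations pooled the cells of several mice. The animals the study lists are too few for 3 separate pools of the stated size in the intact and SE groups, or in all 3 times of LR or LR+SE, so either arrays shared mice or pools were smaller. Which of these holds is not stated, the spread between arrays can understate that between mice, and p-values can be too small. The deposited table held 1 normalized value in log2 signal units per array and transcript cluster. The authors made the values with the Transcriptome Analysis Console by robust multi-array averaging (RMA), versions not stated. They ran from 1.73 to 19.93, and which variant of RMA gave this range was not stated, so fold changes are on the deposited log2 scale.

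Of 28846 entries, 6640 control probesets were left out and 22206 transcript clusters were tested. Exactly 1 gene symbol was available for 19572 clusters (19505 distinct symbols), and 2634 had none and were not named. Where several clusters shared a symbol (55 symbols), the one with the highest mean was used. Genes whose probes had no symbol are unnamed here, among them Xist, Ddx3y, Trp53 and Cd68. The background level, 3.98, was the 95th percentile of 1080 odorant receptor clusters, and 10871 clusters (49.0%) had a mean below it. The area under the curve of exon over intron controls was 0.759 to 0.830 per array. Above 19, where 56 clusters had their mean, the median SD within groups was 0.18, against 0.59 between 18 and 19, which is the compression near the top of the scale. No raw scans or scan dates were available, so neither background correction nor scan batches could be examined.

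Linear models were fitted with limma 3.58.1 in R 4.3.3 on all 24 arrays with 1 mean per group (16 residual and 4.23 prior degrees of freedom). The 14 comparisons were SE against intact, LR+SE against LR at each time and over the mean of the 3 times, LR against intact and LR+SE against SE at each time, and the interaction at each time, which is the response to resection after splenectomy minus that with the spleen. A call is a Benjamini-Hochberg adjusted p under 0.05 within a comparison, and a second count asked for an absolute log2 fold change of at least 1. The smallest exact p for 3 against 3 arrays is 0.1, so the tests rest on the model's pooled spread. Groups were said not to overlap where all 3 arrays of one lay above all 3 of the other, which chance gives for 10% of clusters. Values after ± are standard errors for differences and SD for group means, with 3 arrays per group. Figures were drawn with matplotlib 3.10.9 in python 3.11.15.

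Comparisons, lists, named-gene rule and alternatives were fixed before the data were examined, except where stated. Named genes were, among calls without overlap between the groups, the 8 largest rises and 8 largest falls in each of the 4 splenectomy comparisons and the 5 and 5 largest in the others, up to 4 called members of each list, and 19 fixed genes of macrophage, monocyte, cytokine and p53 biology in the splenectomy comparisons. Overlap was not examined in the interactions, and the largest changes named elsewhere had none. From these the text names those that show each list. Names given for overlaps were chosen after their values were seen.

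The 38 gene lists were tested with camera at a preset correlation between genes of 0.01, and with an estimated correlation and fry as alternatives, with Benjamini-Hochberg adjustment over the lists of a comparison. They were Kupffer cell identity, monocytes and monocyte-derived cells, neutrophils, heme and iron handling, cytokines and growth factors, chemokines, chemokine receptors, general macrophage markers, apoptosis, p53 targets, focal adhesion, leukocyte adhesion and transmigration, cell cycle and proliferation, protease inhibitors, complement, MHC class II, interferon response, alternative activation and repair, cholesterol synthesis and efflux, fatty acid oxidation and PPAR, oxidative stress, acute phase and hepatocyte transcripts, sinusoidal endothelial cells, stellate cells and fibroblasts, cholangiocytes, B cells, T and NK cells, dendritic cells, erythroid cells, platelets and megakaryocytes, mast cells with basophils and eosinophils, dissociation and immediate early response, unfolded protein response, glycolysis and hypoxia, cytoplasmic ribosomal proteins, electron transport chain, proteasome and odorant receptors. The array named 8 of 15 erythroid and 10 of 13 B cell genes, and at least 80% of each other list. List members were counted as called over all genes and, again, with the p adjusted over the list alone.

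The tests were tried on simulated data, with normal noise at each cluster's fitted spread and 200 of the 22206 clusters, all above background, shifted. In SE against intact 10.5% of clusters shifted by 1 log2 unit were called, 73.5% by 2 and 96.0% by 3, and in the interactions 31.0% to 41.0% by 2.

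Alternatives were quantile normalization, cyclic loess, a filter keeping clusters above the median of cluster means (4.05), a fit on only the arrays compared, trended and robust moderation, the replicate number as a block, each array left out in turn, and the methods' t-test for the splenectomy comparisons, unadjusted and adjusted. The Y-linked signal as a block, and leaving out both arrays without it in groups whose other arrays have it, were added after the data were seen. Replicate numbers were checked for pairing by the correlation of each array's deviation from its group mean with those of the other group. In SE against intact (r of 0.223, 0.169 and 0.141) and LR 3 days against intact (0.160, 0.142 and 0.173) each array correlated best with its own number, so the block was read as a check there.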

Results

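RNA of liver cells selected with an antibody to F4/80, a macrophage surface protein encoded by Adgre1, was measured on 24 Clariom S mouse arrays in 8 groups of 3. One group is labelled intact, while the study's methods describe sham-operated controls, so whether these animals were operated on is not settled. The SE group had lost the spleen only. The LR groups were sampled 24 h, 3 days and 7 days after 70% liver resection. LR+SE had the same times, with splenectomy 7 days before resection. Between 50.0% and 53.2% of the 22206 transcript clusters lay above the background level of 3.98 on each array. The number of arrays limits the precision. Every p-value measured only the spread between these preparations, which pooled mice and were not shown to be separate pools. In the intact group Clec4f, a lectin of Kupffer cells, stood at 19.43 ± 0.23 (mean ± SD, n = 3) and Adgre1 at 14.61 ± 0.78. Transcripts of other liver cells were present too: Alb, the hepatocyte product albumin, stood at 19.76 ± 0.08 and Clec4g, a lectin of sinusoidal endothelial cells, at 14.69 ± 1.02. Clusters near 19.93, such as Alb, Hmox1 and Slc40a1, lay at the top of the scale, where differences were compressed.

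Arrays of a group correlated with a median r of 0.955 across the 2000 most variable clusters, against 0.881 between groups. The first component held 34.0% of the variance and the second 15.1%, and replicate 2 of LR+SE 3 days stood apart from its group on the first. The Y-linked genes Kdm5d, Eif2s3y and Uty averaged 2.60 to 3.08 on the 3 intact arrays, 2.63 on replicate 1 of LR+SE 3 days and 2.68 on replicate 2 of LR 7 days, all at background, and 6.75 to 8.78 on the other 19 arrays. Comparisons with intact were therefore also fitted with Y-linked signal as a block, chosen after the data were seen. That fit ties the intact group to the other 2 arrays without the signal, so its standard errors were larger by construction.

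**Figure D1:**
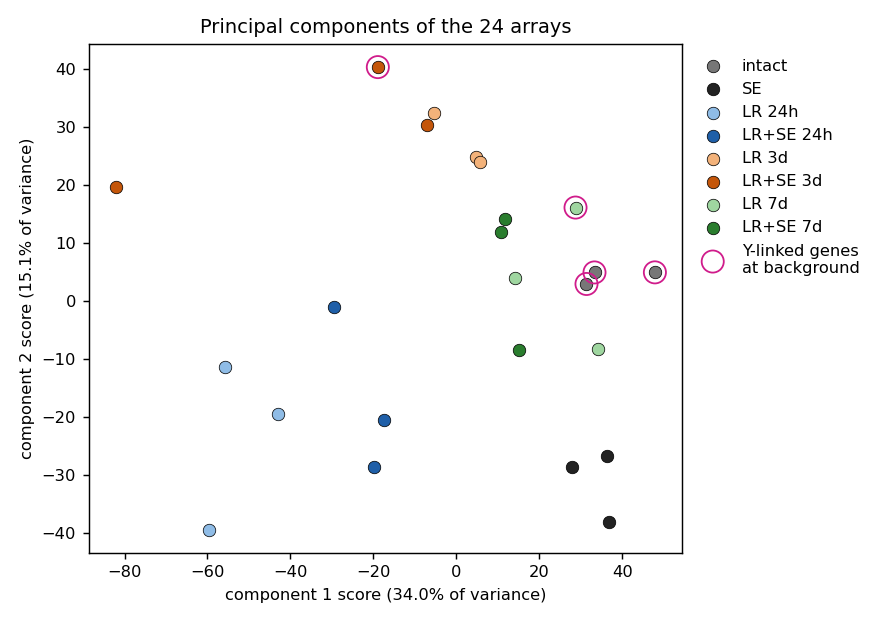
Scores of the 24 arrays on the first component (horizontal, 34.0% of the variance) and the second (vertical, 15.1%), both in score units, from the 2000 most variable clusters. Points are arrays coloured by group, and circles mark the 5 arrays whose Y-linked genes lay at background.

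The first question was how the macrophage preparations changed after resection with the spleen in place. At 24 h, transcripts of the acute phase, of neutrophils and of monocytes were higher than in intact preparations, and those of antigen presentation and the interferon response were lower. Saa3, a serum amyloid made by macrophages, rose by 12.58 ± 1.26 on the log2 scale (± standard error, n = 3 per group, adjusted p = 6.43e-06), and the liver acute phase genes Saa2, Saa1, Orm1 and Hp rose by 12.19 ± 1.54, 10.60 ± 1.27, 9.18 ± 0.98 and 8.92 ± 0.77. H2-Eb1, H2-Aa and H2-Ab1, chains of the class II molecules that present antigen, fell by 8.27 ± 1.30 (adjusted p = 3.68e-04), 6.73 ± 1.03 and 6.19 ± 0.90. In all, 1685 of 22206 clusters passed, 771 higher and 914 lower, 1501 of them by at least 1 log2 unit.

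Of 17 measured neutrophil genes 9 rose, and 10 did adjusted over the list alone, among them the calprotectin subunits S100a8 (8.76 ± 1.53) and S100a9 (6.47 ± 1.37), Lcn2 (10.85 ± 1.37) and Retnlg (7.30 ± 1.11). The neutrophil list had camera adjusted p = 7.92e-13, adjusted p = 0.0901 with an estimated correlation, and median 3.25, or 3.33 and adjusted p = 5.05e-14 with the block. Of 14 monocyte genes 5 rose (8 adjusted over the list alone), with Itgam, the integrin CD11b, at 8.61 ± 1.15, fibronectin Fn1 at 7.44 ± 0.91 and Chil3 at 5.85 ± 1.34. The monocyte list had camera adjusted p = 3.86e-07, adjusted p = 0.0901 with an estimated correlation, and median 2.47, or 1.33 and adjusted p = 0.00187 with the block. Of 11 MHC class II genes 8 fell and 9 did adjusted over the list alone. The list had camera adjusted p = 1.06e-12, adjusted p = 0.0746 with an estimated correlation, and median -3.01, or -2.60 and adjusted p = 1.67e-10 with the block. The B cell (median -0.38) and T and NK cell lists (-0.56) fell too. Of 21 interferon response genes 15 fell (20 lower adjusted over the list alone), among them the antiviral genes Rsad2 (-5.18 ± 0.72) and Ifit2 (-4.46 ± 0.87). The interferon response list had camera adjusted p = 9.35e-19, adjusted p = 0.0901 with an estimated correlation, and median -2.70, or -2.97 and adjusted p = 9.55e-23 with the block. Among acute phase and hepatocyte genes 11 were higher and 1 was lower of 22, 14 called adjusted over the list alone. This list had camera adjusted p = 1.30e-11, adjusted p = 0.12 with an estimated correlation, and median 2.40, or 1.03 and adjusted p = 2.16e-05 with the block.

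Among 13 Kupffer cell genes 5 fell, such as the phosphatidylserine receptor Timd4 (-2.24 ± 0.68) and Id3 (-2.19 ± 0.46), while the scavenger receptor Marco rose by 8.75 ± 0.82 (8 called adjusted over the list alone). The Kupffer cell list had camera adjusted p = 0.00681, adjusted p = 0.403 with an estimated correlation, and median -1.24, or -0.82 and adjusted p = 0.32 with the block, and its call ended without LR 24 h replicate 2 (median -1.06). Serpinb2, an inhibitor of plasminogen activators, rose by 8.77 ± 0.82 and Serpina3n by 8.29 ± 1.18, and 7 of 18 protease inhibitors were higher and 2 lower, 12 called adjusted over the list alone. The list had camera adjusted p = 2.97e-04, adjusted p = 0.0901 with an estimated correlation, and median 0.99, or 0.84 and adjusted p = 7.89e-04 with the block. The leukocyte adhesion genes Selp (7.52 ± 0.91), Jam2 (7.79 ± 0.73) and Sele (4.64 ± 0.61) rose, with 9 of 23 called and 12 adjusted over the list alone. This list had camera adjusted p = 2.97e-04, adjusted p = 0.12 with an estimated correlation, and median 0.85, or 0.85 and adjusted p = 1.13e-06 with the block. Hgf, the hepatocyte growth factor, rose by 3.16 ± 0.45, and Igf1 fell by 3.61 ± 0.66. Sinusoidal endothelial genes moved the same way as these adhesion genes, with 5 of 17 higher (10 adjusted over the list alone) and the hyaluronan receptor Lyve1 at 6.03 ± 0.76. The sinusoidal endothelial list had camera adjusted p = 2.89e-05, adjusted p = 0.194 with an estimated correlation, and median 1.16, or 1.33 and adjusted p = 4.34e-06 with the block. Pgk1 (3.03 ± 0.48) and the lactate exporter Slc16a3 (4.43 ± 0.84) were among 10 of 18 glycolysis and hypoxia genes that rose (12 adjusted over the list alone, camera adjusted p = 9.05e-09, adjusted p = 0.109 with an estimated correlation, median 1.64, or 1.54 and adjusted p = 4.34e-06 with the block). Of 20 dissociation and immediate early genes 10 fell (13 called adjusted over the list alone, camera adjusted p = 3.15e-11, adjusted p = 0.0746 with an estimated correlation, median -1.38, or -1.92 and adjusted p = 7.55e-15 with the block). The mast cell, basophil and eosinophil list had 1 call, the stem cell factor receptor Kit (3.30 ± 0.46), of 11 genes (1 adjusted over the list alone). The mast cell list had camera adjusted p = 0.0255, adjusted p = 0.12 with an estimated correlation, and median 0.33, or 0.19 and adjusted p = 0.237 with the block, and its call ended without intact replicate 2 (median 0.31), intact replicate 3 (0.29) or LR 24 h replicate 1 (0.22).

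With the Y-linked signal as a block 302 clusters passed, 154 higher and 148 lower, of which 270 were among the 1685, and the median standard error of the calls grew from 0.386 to 0.545. All 107 named calls kept their direction and 40 kept their call under the block. Without replicate 2 of LR 24 h 949 clusters passed, and without intact replicate 2 1028.

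At 3 days after resection with the spleen in place, cell division genes had the smallest camera p among the lists. Of 29 cell cycle genes 19 rose and 27 did adjusted over the list alone, with the proliferation marker Mki67 at 4.52 ± 0.69 (adjusted p = 0.00114), the replication helicase subunit Mcm6 at 4.26 ± 0.61 and the mitotic kinase Plk1 at 4.26 ± 0.65. The cell cycle list had camera adjusted p = 5.82e-36, adjusted p = 0.0308 with an estimated correlation, and median 2.29, or 3.45 and adjusted p = 7.26e-43 with the block. Monocyte genes were higher as well, 4 of 14 (8 adjusted over the list alone), including Itgam (5.60 ± 1.15), the fractalkine receptor Cx3cr1 (3.47 ± 0.89) and the monocyte chemokine receptor Ccr2 (2.93 ± 0.55). The monocyte list had camera adjusted p = 1.79e-09, adjusted p = 0.0421 with an estimated correlation, and median 2.87, or 1.14 and adjusted p = 0.00312 with the block. The heat shock genes Hspa1a and Hspa1b fell by 7.32 ± 0.65 and 7.31 ± 0.72, and 9 of 20 genes of the dissociation and immediate early list were lower (15 adjusted over the list alone, camera adjusted p = 2.44e-18, adjusted p = 0.0147 with an estimated correlation, median -1.75, or -2.29 and adjusted p = 2.85e-18 with the block). H2-Eb1 fell by 5.96 ± 1.30, with 4 of 11 MHC class II genes called (7 adjusted over the list alone, camera adjusted p = 2.64e-08, adjusted p = 0.129 with an estimated correlation, median -1.83, or -1.57 and adjusted p = 3.76e-04 with the block). Saa3 (9.84 ± 1.26), Lcn2 (6.75 ± 1.37), Marco (6.64 ± 0.82), the arginine-degrading enzyme Arg1 (5.11 ± 1.29) and the transferrin receptor Tfrc (2.85 ± 0.54) rose.

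T and NK cell genes, near background on average, fell as a list at 3 days, as at 24 h, with 2 of 18 called (4 adjusted over the list alone), including granzyme Gzmb (-1.95 ± 0.32) (camera adjusted p = 7.32e-07, adjusted p = 0.0277 with an estimated correlation, median -0.49, or -0.59 and adjusted p = 7.42e-06 with the block). B cell genes fell too, with 2 of 10 called and 2 adjusted over the list alone. The B cell list had camera adjusted p = 0.0144, adjusted p = 0.315 with an estimated correlation, and median -0.29, or -0.14 and adjusted p = 0.258 with the block, and its call ended without intact replicate 1 (median -0.21). The p53 target list had a mean of -0.47, with 3 of 23 lower, such as Plk2 (-2.27 ± 0.47) and Btg2 (-2.07 ± 0.44), and 6 called adjusted over the list alone. The p53 target list had camera adjusted p = 0.0153, adjusted p = 0.309 with an estimated correlation, and median -0.12, or -0.11 and adjusted p = 0.541 with the block, and its call ended without intact replicate 2 (median -0.14) or 3 (-0.09). Stellate cell and fibroblast genes had 1 call of 14, collagen Col3a1 (1.84 ± 0.42), and 2 adjusted over the list alone. The list had camera adjusted p = 0.00567, adjusted p = 0.146 with an estimated correlation, and median 0.55, or 0.16 and adjusted p = 0.367 with the block. A total of 524 clusters passed, 310 higher and 214 lower, and 497 by at least 1 log2 unit. With the Y-linked block 275 passed, 218 higher and 57 lower, of which 154 were shared, and 19 of 59 named calls held, all 59 in the same direction, with a median standard error of 0.528 against 0.372. The count was 288, 262 and 249 without replicates 1, 2 and 3 of LR 3 days, and 329 and 281 without intact replicates 2 and 3, and without intact replicate 1 more were lower (243) than higher (205).

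At 7 days after resection with the spleen in place, Marco stayed higher than in intact preparations (8.58 ± 0.82, adjusted p = 3.11e-05), as did Saa3 (5.91 ± 1.26), Gpnmb, a glycoprotein of lipid-laden macrophages (5.03 ± 1.13), the lectin Clec4e (3.90 ± 0.92), Ccr2 (3.10 ± 0.55) and Mki67 (3.50 ± 0.69). Cell cycle genes were higher in 3 of 29 cases and in 19 adjusted over the list alone. This list had camera adjusted p = 9.97e-16, adjusted p = 0.19 with an estimated correlation, and median 1.18, or 1.89 and adjusted p = 2.91e-31 with the block. Its mean was 5.84, 7.75 and 6.12 on LR 7 days replicates 1, 2 and 3, against 5.16 to 5.26 in intact, so replicate 2, without Y-linked signal, carried most of the rise, and without it the median was 0.61. The alternative activation and repair list rose, with 1 of 18 called (3 adjusted over the list alone). The alternative activation list had camera adjusted p = 0.00854, adjusted p = 0.502 with an estimated correlation, and median 0.72, or 0.63 and adjusted p = 0.0111 with the block, and its call ended without LR 7 days replicate 1 (median 0.63) or 2 (0.70). Sinusoidal endothelial genes fell, 5 of 17 over all genes and 10 adjusted over the list alone, with Ehd3 at -3.76 ± 0.78, Oit3 at -2.97 ± 0.59 and Clec4g at -2.28 ± 0.47. The sinusoidal endothelial list had camera adjusted p = 1.20e-13, adjusted p = 0.0701 with an estimated correlation, and median -1.88, or -1.65 and adjusted p = 4.88e-11 with the block. Hepatocyte genes were lower too, such as transthyretin Ttr (-4.46 ± 1.05) and the carboxylesterase Ces1c (-5.01 ± 0.80), with 2 of 22 in the list called and 6 adjusted over the list alone. The list had camera adjusted p = 2.45e-04, adjusted p = 0.613 with an estimated correlation, and median -0.96, or -1.64 and adjusted p = 2.76e-09 with the block. Dissociation and immediate early genes fell in 4 of 20 cases (11 adjusted over the list alone, camera adjusted p = 6.15e-12, adjusted p = 0.0551 with an estimated correlation, median -1.26, or -1.67 and adjusted p = 5.96e-17 with the block). Hspa1a (-5.00 ± 0.65), the activation marker Cd83 (-5.20 ± 0.60), H2-Ab1 (-3.78 ± 0.90), Jchain, the joining chain of antibodies (-3.78 ± 0.64), and the complement subunit C1qb (-1.84 ± 0.31) fell. In total 222 clusters passed, 86 higher and 136 lower, 216 by at least 1 log2 unit. With the Y-linked block 45 passed, 19 higher and 26 lower, 33 of them shared, and 8 of 38 named calls held, all 38 in the same direction, with a median standard error of 0.475 against 0.406. Without replicate 2 of LR 7 days, an array without Y-linked signal, 781 clusters passed, against 100 and 122 without replicates 1 and 3 (66 higher and 56 lower without the latter) and 81 and 86 without intact replicates 1 and 3.

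The next question was what splenectomy alone did to the preparations. In SE, hepatocyte transcripts were lower than in intact, and cell division genes were higher on 2 of the 3 arrays. Albumin Alb fell by 3.66 ± 0.52 (adjusted p = 0.00316), from 19.76 ± 0.08 to 16.10 ± 1.45, and the hepatocyte genes Ttr, Cyp2a5, Ces1c, Adh1, Cyp2c39, Ces1d and Fabp1 fell by 4.95 ± 1.05, 4.72 ± 0.74, 4.67 ± 0.80, 3.97 ± 0.71, 3.69 ± 0.70, 3.64 ± 0.61 and 3.47 ± 0.51. Marco rose by 4.22 ± 0.82 (adjusted p = 0.0204) and Mki67 by 3.11 ± 0.69 (adjusted p = 0.0425), as did the histone genes H3c11 (2.44 ± 0.52) and H1f1 (2.38 ± 0.50) and the ubiquitin ligase gene Mid1 (3.40 ± 0.57). The Y-linked genes Uty (7.31 ± 1.37) and Eif2s3y (6.41 ± 1.29) also passed, and Jchain fell by 3.65 ± 0.64.

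Of 22 acute phase and hepatocyte genes 2 fell, and adjusted over the list alone 8 fell and 1 rose. The hepatocyte list had camera adjusted p = 1.55e-04, adjusted p = 0.694 with an estimated correlation, and median -1.03, or -2.66 and adjusted p = 5.09e-10 with the block. Array means of the list overlapped, at 8.53 to 9.12 in SE and 8.92 to 10.87 in intact. In the cell cycle list 1 of 29 were called and 1 adjusted over the list alone. This list had camera adjusted p = 5.57e-07, adjusted p = 0.625 with an estimated correlation, and median 0.86, or 1.82 and adjusted p = 4.90e-20 with the block. Its mean was 5.25, 6.60 and 6.35 on SE replicates 1, 2 and 3 and 5.16 to 5.26 on the intact arrays, so replicate 1 did not show the rise. Cytoplasmic ribosomal protein genes were lower (0 of 62 called, 20 adjusted over the list alone). The list had camera adjusted p = 1.45e-16, adjusted p = 0.447 with an estimated correlation, and median -1.03, or -1.90 and adjusted p = 4.27e-36 with the block. Of 80 electron transport chain genes 2 fell, Cox6a1 (-2.85 ± 0.61) and Ndufa8 (-2.13 ± 0.42), and 23 adjusted over the list alone. This list had camera adjusted p = 4.91e-15, adjusted p = 0.447 with an estimated correlation, and median -0.78, or -0.73 and adjusted p = 5.09e-10 with the block. Of 47 proteasome genes 0 were called and 1 adjusted over the list alone. The list had camera adjusted p = 2.59e-07, adjusted p = 0.447 with an estimated correlation, and median -0.62, or -0.36 and adjusted p = 0.00876 with the block. Array quality, as the area under the curve of exon over intron controls, was 0.759 to 0.788 in SE against 0.783 to 0.803 in intact. Its part in these falls was not tested. MHC class II genes were lower, with 0 of 11 called and 6 adjusted over the list alone (camera adjusted p = 1.01e-04, adjusted p = 0.447 with an estimated correlation, median -1.02, or -1.07 and adjusted p = 0.0189 with the block). Its mean was 12.11, 10.20 and 10.20 on SE replicates 1, 2 and 3, against 12.04 to 12.71 in intact, so the fall was on replicates 2 and 3. Fatty acid oxidation and PPAR genes had 1 call of 17, the fatty acid carrier Fabp1, and 3 adjusted over the list alone. The fatty acid oxidation list had camera adjusted p = 0.0343, adjusted p = 0.625 with an estimated correlation, and median -0.13, or -0.21 and adjusted p = 0.129 with the block, and its call ended without intact replicate 3 (median -0.0034), SE replicate 2 (-0.18) or SE replicate 3 (-0.07).

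The genes of splenic red pulp function and iron recycling showed no call: Spic stood at 0.33 ± 0.72, heme oxygenase Hmox1 at 0.04 ± 0.17 and the iron exporter Slc40a1 at 0.04 ± 0.61. The last 2 lay at the top of the scale, where a rise in them would hardly be measured and a fall could be flattened. The heme and iron list had camera adjusted p = 0.987, and median 0.00, or 0.37 and adjusted p = 0.0346 with the block. Kupffer cell genes had 1 call, Marco, of 13 and a median of 0.02 (camera adjusted p = 0.742), with Clec4f at -0.43 ± 0.72 and Timd4 at -0.69 ± 0.68. The monocyte receptor Ccr2 (1.83 ± 0.55, adjusted p = 0.138), Itgam (2.80 ± 1.15), Ly6c2 (-1.12 ± 1.03), S100a8 (1.78 ± 1.53), Il6 (-2.35 ± 0.98), Tnf (0.67 ± 0.73), Il1b (0.13 ± 0.58), Tgfb1 (-0.26 ± 0.37), Hgf (-0.05 ± 0.45), Serping1 (-1.02 ± 0.64) and Cdkn1a (0.11 ± 0.78) did not pass. In SE against intact 123 clusters passed, 41 higher and 82 lower, 120 by at least 1 log2 unit, and 3756 (16.9%, 10% by chance) had no overlap between the groups. With the Y-linked block 5 passed, all among the 123, the 123 kept their direction, and their median size went from 1.87 to 1.7 while the median standard error went from 0.368 to 0.524. None of the 19 named calls held under the block. The count was 52 and 37 without intact replicates 1 and 3, and 53 and 42 without SE replicates 2 and 3.

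**Figure D2:**
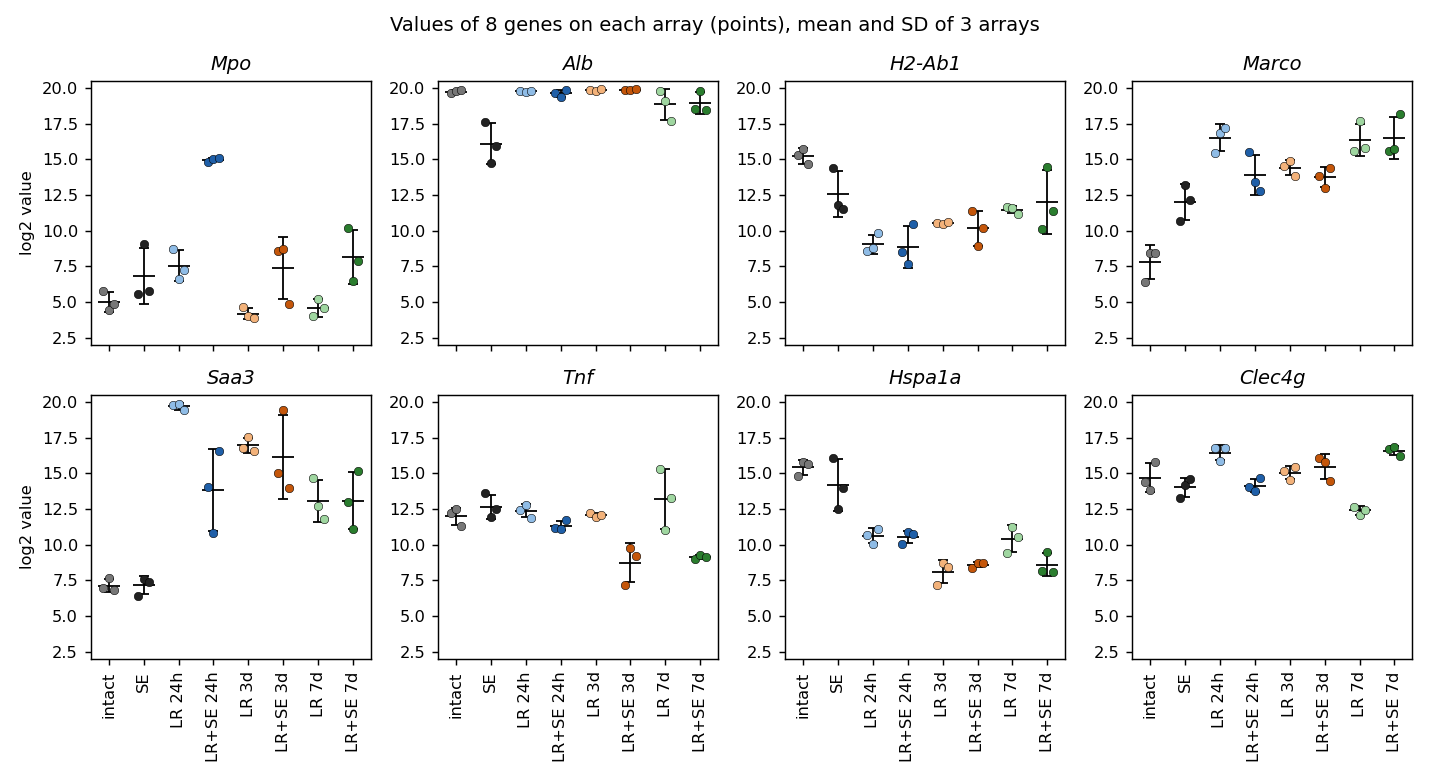
Deposited log2 value (vertical) of 8 genes on each of the 24 arrays by group (horizontal), with points for arrays and bars for the mean and SD of 3. Mpo averaged 14.99 ± 0.13 in LR+SE 24 h and 7.54 ± 1.10 in LR 24 h, and Clec4g 16.60 ± 0.34 in LR+SE 7 days and 12.40 ± 0.29 in LR 7 days.

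The main question was how earlier splenectomy altered the preparations from the resected liver. At 24 h, neutrophil and cell division genes were higher in LR+SE than in LR, and sinusoidal endothelial, acute phase and hepatocyte genes were lower. Mpo, the peroxidase of neutrophil primary granules, rose by 7.45 ± 0.98 (adjusted p = 1.28e-04), from 7.54 ± 1.10 to 14.99 ± 0.13, with the granule proteases Elane (6.13 ± 0.90) and Ctsg (5.42 ± 0.56), lactoferrin Ltf (6.14 ± 0.78) and Ms4a3, a gene of granulocyte and monocyte progenitors (4.95 ± 0.50). The mature neutrophil genes S100a8 and S100a9 stood at 1.64 ± 1.53 (adjusted p = 0.731) and 2.66 ± 1.37 (adjusted p = 0.4) and did not pass. Of 17 neutrophil genes 6 rose and 7 did adjusted over the list alone, with a median of 1.64, or 0.86 without LR 24 h replicate 3. The neutrophil list had camera adjusted p = 2.14e-07, adjusted p = 0.408 with an estimated correlation. Of 29 cell cycle genes 7 rose and 17 did adjusted over the list alone, including Mki67 (4.22 ± 0.69), the nucleotide reductase subunit Rrm2 (3.56 ± 0.79) and Plk1 (2.93 ± 0.65), and the histone genes H2ac15 (6.65 ± 0.76) and H3c15 (5.10 ± 0.48) rose with them. The cell cycle list had camera adjusted p = 1.11e-14, adjusted p = 0.34 with an estimated correlation.

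Macrophage genes higher in LR+SE at 24 h included the lipid receptor Trem2 (4.73 ± 0.81), Cx3cr1 (4.28 ± 0.89), Igf1 (3.10 ± 0.66), the eosinophil chemoattractant Ccl24 (3.26 ± 0.85), Vcam1 (2.49 ± 0.39) and the colony-stimulating factor receptor Csf1r (1.28 ± 0.28). Kupffer cell genes had a median of 0.69, with 1 of 13 called and 5 adjusted over the list alone. General macrophage markers had 0.74, with 2 of 12 and 6. Camera adjusted p was 0.0089 and 0.00887, or 0.538 and 0.408 with an estimated correlation. The chemokine receptor list, with 2 of 19 called (3 adjusted over the list alone), included Cxcr4 (2.79 ± 0.55). The chemokine receptor list had camera adjusted p = 0.0241, adjusted p = 0.293 with an estimated correlation. Erythroid genes rose, 3 of the 8 that the array named (4 adjusted over the list alone), with the carbonic anhydrase Car2 at 4.0 ± 0.72 and the anion exchanger Slc4a1 at 2.68 ± 0.34. The erythroid list had camera adjusted p = 1.27e-04, adjusted p = 0.113 with an estimated correlation. Spic (0.12 ± 0.72), Hmox1 (0.04 ± 0.17), Adgre1 (-0.27 ± 0.59), Ccr2 (1.92 ± 0.55, adjusted p = 0.0625), Ly6c2 (1.38 ± 1.03), Itgam (-1.81 ± 1.15), Il1b (-1.54 ± 0.58), Il6 (-0.86 ± 0.98), Tnf (-1.04 ± 0.73) and Cdkn1a (-0.73 ± 0.78) did not pass.

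Genes lower in LR+SE at 24 h included Serpinb2 (-7.60 ± 0.82, adjusted p = 2.86e-05), the adhesion molecules Selp (-6.82 ± 0.91), Sele (-3.76 ± 0.61) and Jam2 (-3.81 ± 0.73), the itaconate-forming enzyme Acod1 (-6.19 ± 1.02) and Saa3 (-5.90 ± 1.26). Also lower were complement factor Cfb (-4.53 ± 0.58), the complement inhibitor Cd55 (-4.72 ± 0.94) and Hgf (-1.87 ± 0.45). In the leukocyte adhesion list 6 of 23 fell and 2 rose (12 called adjusted over the list alone, camera adjusted p = 0.0241, adjusted p = 0.501 with an estimated correlation). In the focal adhesion list 5 of 51 fell and 4 rose (16 adjusted over the list alone, camera adjusted p = 0.0241, adjusted p = 0.408 with an estimated correlation). These moved with markers of other liver cells: sinusoidal endothelial genes had a median of -1.59, with 5 of 17 lower over all genes and 10 adjusted over the list alone, among them endoglin Eng (-2.57 ± 0.67), Flt1 (-2.56 ± 0.50) and Clec4g (-2.31 ± 0.47). The sinusoidal endothelial list had camera adjusted p = 2.29e-09, adjusted p = 0.293 with an estimated correlation. The acute phase and hepatocyte list had a median of -1.69, with 2 of 22 called, fibrinogen Fga (-3.76 ± 1.02) and hemopexin Hpx (-3.20 ± 0.88), and 10 adjusted over the list alone (camera adjusted p = 2.38e-06, adjusted p = 0.487 with an estimated correlation). Dissociation and immediate early genes had a median of 0.49, with 2 of 20 called and 4 adjusted over the list alone (camera adjusted p = 0.00205, adjusted p = 0.442 with an estimated correlation).

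At 24 h 723 clusters passed, 452 higher and 271 lower in LR+SE, 661 by at least 1 log2 unit, and 4587 clusters (20.7%) had no overlap between the 3 arrays of each group, against 10% by chance. Without replicate 2 of LR+SE 24 h 349 passed, and without replicate 2 of LR 24 h 372. Leaving out LR 24 h replicate 2 ended the calls of the lists of Kupffer cells (median 0.13), macrophage markers (0.33), leukocyte adhesion (-0.29) and focal adhesion (-0.19). Leaving out LR+SE 24 h replicate 3 ended those of macrophage markers (0.46), leukocyte adhesion (-0.52) and focal adhesion (-0.14). The focal adhesion call also ended without LR 24 h replicate 3 (-0.19), and that of chemokine receptors without it (0.16) or LR+SE 24 h replicate 2 (0.15).

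At 3 days, hepatocyte genes were higher in LR+SE than in LR and interferon response genes lower. The apolipoprotein Apoa4 rose by 5.34 ± 0.98 (adjusted p = 0.036), with the liver genes Cdo1 (3.81 ± 0.73), the vitamin E transfer protein Ttpa (3.28 ± 0.63), complement component Hc (3.19 ± 0.55), Lect2 (3.00 ± 0.47) and Aldh1a1 (3.00 ± 0.52). The interferon-induced chemokine Cxcl10 fell by 4.51 ± 0.74 (adjusted p = 0.023), the antiviral gene Oasl1 by 3.86 ± 0.66, the NF-kappaB subunit Rel by 2.23 ± 0.26 (adjusted p = 9.04e-04), the clock repressor Nr1d1 by 2.81 ± 0.52 and the polymerase subunit Pola2 by 1.32 ± 0.25. Tnf (-3.35 ± 0.73, adjusted p = 0.0712), Serping1 (2.61 ± 0.64, adjusted p = 0.111), S100a9 (4.41 ± 1.37), Spic (-1.30 ± 0.72), Timd4 (-1.39 ± 0.68) and Mki67 (-0.81 ± 0.69) did not pass. Only 28 clusters passed, 22 higher and 6 lower, each by at least 1 log2 unit, and 1541 had an unadjusted p under 0.05.

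None of 22 acute phase and hepatocyte genes passed over all genes, and 16 rose adjusted over the list alone, with a median of 2.70. The hepatocyte list had camera adjusted p = 2.51e-23, adjusted p = 0.104 with an estimated correlation. Of 21 interferon response genes 1 fell and 16 did adjusted over the list alone, with a median of -1.7. The interferon response list had camera adjusted p = 2.20e-19, adjusted p = 0.115 with an estimated correlation. Neutrophil genes had 0 calls and 9 of 17 adjusted over the list alone, with a median of 2.18 (camera adjusted p = 5.05e-12, adjusted p = 0.148 with an estimated correlation), and monocyte genes had 0 and 0 of 14, with a median of 1.22. The monocyte list had camera adjusted p = 0.00115, adjusted p = 0.391 with an estimated correlation. The alternative activation (0 of 18 called, 4 adjusted over the list alone) and cholesterol lists (0 of 16 and 1) were higher as sets. Medians were 1.26 and 0.76, and camera adjusted p 6.64e-06 and 1.63e-06, or 0.148 for both with an estimated correlation. The oxidative stress list had a median of 0.27 (0 of 19 called, 0 adjusted over the list alone). Cholangiocyte genes had 0.44 (0 of 8 and 2). Camera adjusted p was 0.0128 and 0.0116, or 0.42 for both with an estimated correlation. Several of these shifts were largest on replicate 2 of LR+SE 3 days, the array that stood apart. On its replicates 1, 2 and 3 the list means were 8.26, 10.11 and 5.87 for neutrophils (5.63 to 6.13 in LR), 10.01, 11.59 and 8.81 for monocytes (8.71 to 9.48), 3.94, 5.81 and 3.91 for cholangiocytes (3.62 to 3.81) and 8.48, 9.70 and 8.38 for cholesterol (8.10 to 8.18). Without replicate 2 the medians were 1.14 for neutrophils, 0.50 for alternative activation, 0.19 for cholesterol, 1.64 for the hepatocyte list and -1.12 for the interferon response, and the calls of the monocyte (median 0.21), cholangiocyte (0.05) and oxidative stress (0.32) lists ended. The area under the curve of exon over intron controls, a measure of array quality, was 0.8191 to 0.8295 in LR+SE and 0.7995 to 0.8186 in LR, without overlap. Clusters with no overlap numbered 3270 (14.7%, 10% by chance). The count was 1, a lower cluster, without replicate 1 and again without replicate 2 of LR 3 days, and 47, 6 (3 higher and 3 lower) and 198 without replicates 1, 2 and 3 of LR+SE 3 days, and 1, again lower, with only these 6 arrays in the fit. After quantile normalization 13 were higher and 9 lower.

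At 7 days, sinusoidal endothelial genes were higher in LR+SE than in LR, and cytokine and chemokine genes were lower. Ehd3 rose by 5.28 ± 0.78 (adjusted p = 0.00186), Clec4g by 4.20 ± 0.47 (adjusted p = 2.28e-04), Oit3 by 3.97 ± 0.59, the vascular growth factor receptor Kdr by 3.79 ± 0.59, the water channel Aqp1 by 4.08 ± 0.61 and coagulation factor F8 by 3.63 ± 0.69. Tnf fell by 4.08 ± 0.73 (adjusted p = 0.00624), Acod1 by 4.02 ± 1.02, the chemokines Ccl4, Ccl5 and Cxcl2 by 3.72 ± 0.89, 2.85 ± 0.67 and 2.40 ± 0.41 and Il10 by 2.35 ± 0.58. The eotaxin receptor Ccr3 (6.55 ± 1.17), the heme transporter Slc48a1 (3.40 ± 0.73), the macrophage growth factor Csf1 (2.84 ± 0.52), haptoglobin Hp (3.19 ± 0.77), C1qb (1.76 ± 0.31), C1qc (1.22 ± 0.31) and Jchain (2.66 ± 0.64) rose, and Mdm2 (-1.92 ± 0.47) fell. Spic (0.95 ± 0.72), Slc40a1 (1.59 ± 0.61), Clec4f (1.11 ± 0.72), Adgre1 (1.07 ± 0.59), Ly6c2 (-3.08 ± 1.03), Cdkn1a (-2.49 ± 0.78), Il6 (-2.00 ± 0.98) and Tgfb1 (-0.82 ± 0.37) did not pass.

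Of 17 sinusoidal endothelial genes 10 rose and 16 did adjusted over the list alone, with a median of 2.45. The endothelial list had camera adjusted p = 5.18e-26, adjusted p = 0.0145 with an estimated correlation. Complement genes rose, 3 of 12 (4 adjusted over the list alone, camera adjusted p = 0.00245, adjusted p = 0.204 with an estimated correlation), and the heme and iron list had a median of 0.59, with 1 of 19 called and 2 adjusted over the list alone (camera adjusted p = 0.00949, adjusted p = 0.587 with an estimated correlation). Of 22 chemokines 3 fell (6 called adjusted over the list alone, camera adjusted p = 0.00344, adjusted p = 0.587 with an estimated correlation), and of 16 cytokines and growth factors 2 fell and 1 rose (6 adjusted over the list alone, camera adjusted p = 0.0171, adjusted p = 0.587 with an estimated correlation). Both calls ended without LR 7 days replicate 1, at medians of -0.29 for chemokines and -0.72 for cytokines. Camera also passed for the hepatocyte (median 1.13, adjusted p = 0.00245), neutrophil (1.02, 0.0128), Kupffer cell (0.62, 0.0138), dissociation and immediate early (-0.56, 0.0138), interferon response (-0.49, 0.0171) and alternative activation lists (-0.55, 0.0334). With an estimated correlation their adjusted p was 0.587 to 0.711, and each of these 6 calls ended without at least 1 array. Without LR 7 days replicate 3 the medians were 0.99 for neutrophils, -0.27 for dissociation and -0.07 for the interferon response, without LR 7 days replicate 2 0.91 for hepatocytes, and without LR+SE 7 days replicate 3 0.60 for Kupffer cells and -0.21 for alternative activation. A total of 364 clusters passed, 211 higher and 153 lower, 340 by at least 1 log2 unit, and 3211 (14.5%, 10% by chance) had no overlap. Leaving out replicate 2 of LR 7 days, which lacked Y-linked signal, gave 1087, and leaving out replicates 1 and 3 gave 109 and 240. Leaving out replicates 2 and 3 of LR+SE 7 days gave 147 and 137. More were lower than higher without LR 7 days replicate 3 (143 and 97) and LR+SE 7 days replicate 2 (77 and 70), and with only these 6 arrays in the fit 1 passed.

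Averaged over the 3 times, LR+SE differed from LR in 337 clusters, 242 higher and 95 lower, 167 by at least 1 log2 unit. Mpo (4.75 ± 0.57, adjusted p = 3.99e-04), Ngp (5.53 ± 1.10), Elane (3.80 ± 0.52), Gas6, a ligand in the clearance of dying cells (1.56 ± 0.19, adjusted p = 4.41e-04), the endocytic receptor Lrp1 (1.43 ± 0.27), Trem2 (1.95 ± 0.47) and the protease inhibitor Serpinb1a (2.10 ± 0.37) rose. Acod1 (-4.44 ± 0.59, adjusted p = 6.28e-04), Serpinb2 (-3.68 ± 0.47), Cxcl10 (-2.86 ± 0.43), Tnf (-2.82 ± 0.42, adjusted p = 0.00147), Oasl1 (-2.23 ± 0.38), Ccl5 (-2.03 ± 0.39) and Il1a (-1.15 ± 0.22) fell. Neutrophil genes rose, 7 of 17 (9 adjusted over the list alone, camera adjusted p = 6.18e-14, adjusted p = 0.182 with an estimated correlation). Interferon response genes had a median of -0.79, with 1 of 21 called and 11 adjusted over the list alone (camera adjusted p = 4.24e-09, adjusted p = 0.43 with an estimated correlation). After quantile normalization 194 were higher and 145 lower, and after cyclic loess 215 and 153. Without replicate 2 of LR 7 days 926 passed and without replicates 1 of LR 7 days and 2 of LR+SE 7 days 219 and 208. Without replicates 1 and 2 of LR+SE 24 h the count was 200 and 181, without replicate 2 of LR 24 h 205, without replicates 1 and 2 of LR 3 days 141 and 216, and without replicate 1 of LR+SE 3 days 189.

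Calls made at 24 h and at 7 days overlapped among higher clusters and among those that moved in opposite directions, across clusters that are not independent. Both times had 13 clusters higher, with 4.29 expected, such as Gas6, and 1 lower, Acod1, with 1.87 expected, while 20 moved in opposite directions, with 5.69 expected, such as Clec4g. The effect of splenectomy on the resected liver correlated weakly between times across genes, with r of -0.10 for 24 h and 3 days, 0.05 for 24 h and 7 days and 0.10 for 3 and 7 days.

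The last question was how the preparations of splenectomized mice changed after resection, against SE. At 24 h granulocyte genes were among the largest rises, with Lcn2 at 8.67 ± 1.37 (adjusted p = 0.00167), S100a8 at 8.62 ± 1.53, Mpo at 8.18 ± 0.98 and Ngp at 8.14 ± 1.90. Of 17 neutrophil genes 15 rose and 16 did adjusted over the list alone (camera adjusted p = 1.16e-37, adjusted p = 0.0119 with an estimated correlation). Monocyte genes rose in 5 of 14 cases (9 adjusted over the list alone), with Ly6c2 at 4.73 ± 1.03 and Chil3 at 6.44 ± 1.34. The monocyte list had camera adjusted p = 9.33e-11, adjusted p = 0.026 with an estimated correlation. Of 21 interferon response genes 13 fell (20 adjusted over the list alone), with Rsad2 at -5.16 ± 0.72 and Ifit3 at -4.52 ± 0.94. The interferon response list had camera adjusted p = 2.33e-29, adjusted p = 0.026 with an estimated correlation. Acute phase and hepatocyte genes rose, 8 of 22 (19 adjusted over the list alone), such as Hp (4.53 ± 0.77) (camera adjusted p = 1.25e-20, adjusted p = 0.0477 with an estimated correlation), and protease inhibitors 4 of 18 (7 called adjusted over the list alone), such as Serpina3n (5.58 ± 1.18). The protease inhibitor list had camera adjusted p = 5.49e-06, adjusted p = 0.038 with an estimated correlation. The platelet list had 3 of 9 higher, and 3 adjusted over the list alone, with platelet factor Pf4 at 4.71 ± 1.08. The platelet list had camera adjusted p = 0.00636, adjusted p = 0.0477 with an estimated correlation, and its call ended without SE replicate 2 (median 0.02). H2-Ab1 (-3.70 ± 0.90) and Hspa1b (-4.12 ± 0.72) fell. A total of 295 clusters passed, 212 higher and 83 lower, 281 by at least 1 log2 unit, against 157 higher and 123 lower after quantile normalization and 165 and 120 after cyclic loess. The count was 156 and 138 without SE replicates 1 and 3, and 138 and 146 without LR+SE 24 h replicates 2 and 3.

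At 3 days after resection in splenectomized mice, hepatocyte, ribosomal and mitochondrial genes rose together. Of 22 acute phase and hepatocyte genes 19 rose and 22 did adjusted over the list alone, with a median of 5.71, including Orm1 (7.09 ± 0.98), fibrinogen Fga (7.05 ± 1.02), apolipoprotein Apoa1 (6.77 ± 1.12) and Ttr (6.70 ± 1.05). The hepatocyte list had camera adjusted p = 2.58e-30, adjusted p = 0.0342 with an estimated correlation. Cytoplasmic ribosomal protein genes rose in 34 of 62 cases (51 adjusted over the list alone). Electron transport chain genes rose in 48 of 80 (58) and proteasome genes in 16 of 47 (28 called). Camera adjusted p was 8.63e-26, 1.01e-32 and 6.58e-14, or 0.107, 0.0535 and 0.0792 with an estimated correlation. The area under the curve of exon over intron controls did not overlap between these groups either, at 0.819 to 0.830 in LR+SE 3 days and 0.759 to 0.788 in SE. Saa3 (9.0 ± 1.26, adjusted p = 1.84e-04), Fn1 (8.40 ± 0.91), Arg1 (7.79 ± 1.29), Gpnmb (7.09 ± 1.13) and the protease inhibitor Serping1 (4.84 ± 0.64) rose, and Il10 (-4.58 ± 0.58), Tnf (-3.94 ± 0.73), Cd83 (-4.58 ± 0.60) and Hspa1b (-6.19 ± 0.72) fell. Monocyte genes rose in 8 of 14 cases (11 adjusted over the list alone, camera adjusted p = 1.01e-10, adjusted p = 0.0342 with an estimated correlation) and alternative activation genes in 8 of 18 (11 called adjusted over the list alone, camera adjusted p = 3.66e-06, adjusted p = 0.0949 with an estimated correlation). Here 1536 clusters passed, 1138 higher and 398 lower, 1358 by at least 1 log2 unit, against 840 higher and 695 lower after quantile normalization and 963 and 568 after cyclic loess. Without SE replicate 1 the count was 909 and without LR+SE 3 days replicate 2, the array that stood apart, 924.

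At 7 days after resection in splenectomized mice, Saa3 (5.94 ± 1.26, adjusted p = 0.02), Marco (4.50 ± 0.82), Cfb (3.72 ± 0.58) and Alb (2.86 ± 0.52) rose. Hspa1b (-6.02 ± 0.72), Hspa1a (-5.61 ± 0.65), Cd83 (-4.62 ± 0.60), Il10 (-3.70 ± 0.58), Tnf (-3.53 ± 0.73) and the cell cycle inhibitor Cdkn1a (-3.20 ± 0.78) fell. Dissociation and immediate early genes fell in 7 of 20 cases (13 adjusted over the list alone). The dissociation list had camera adjusted p = 9.51e-19, adjusted p = 0.0138 with an estimated correlation, and its median was -1.75, after -0.74 at 24 h (camera adjusted p = 3.37e-07, adjusted p = 0.0799 with an estimated correlation) and -2.10 at 3 days (camera adjusted p = 9.29e-16, adjusted p = 0.0319 with an estimated correlation). Electron transport chain genes rose in 21 of 80 cases (49 adjusted over the list alone, camera adjusted p = 1.27e-29, adjusted p = 0.122 with an estimated correlation) and ribosomal protein genes in 4 of 62 (47 adjusted over the list alone, camera adjusted p = 1.73e-26, adjusted p = 0.217 with an estimated correlation). Here too the area under the curve of exon over intron controls, 0.801 to 0.830 in LR+SE 7 days, lay above that of SE, 0.759 to 0.788. Sinusoidal endothelial genes were higher in 2 of 17 cases (7 adjusted over the list alone, camera adjusted p = 3.15e-08, adjusted p = 0.217 with an estimated correlation). A total of 337 clusters passed, 171 higher and 166 lower, 319 by at least 1 log2 unit, against 146 higher and 252 lower after quantile normalization and 131 and 243 after cyclic loess. The count was 119 and 105 without SE replicates 1 and 3, and 178 and 87 without LR+SE 7 days replicates 2 and 3, and without any 1 of these arrays or SE replicate 2 (208 higher and 229 lower) more were lower than higher.

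**Figure D3:**
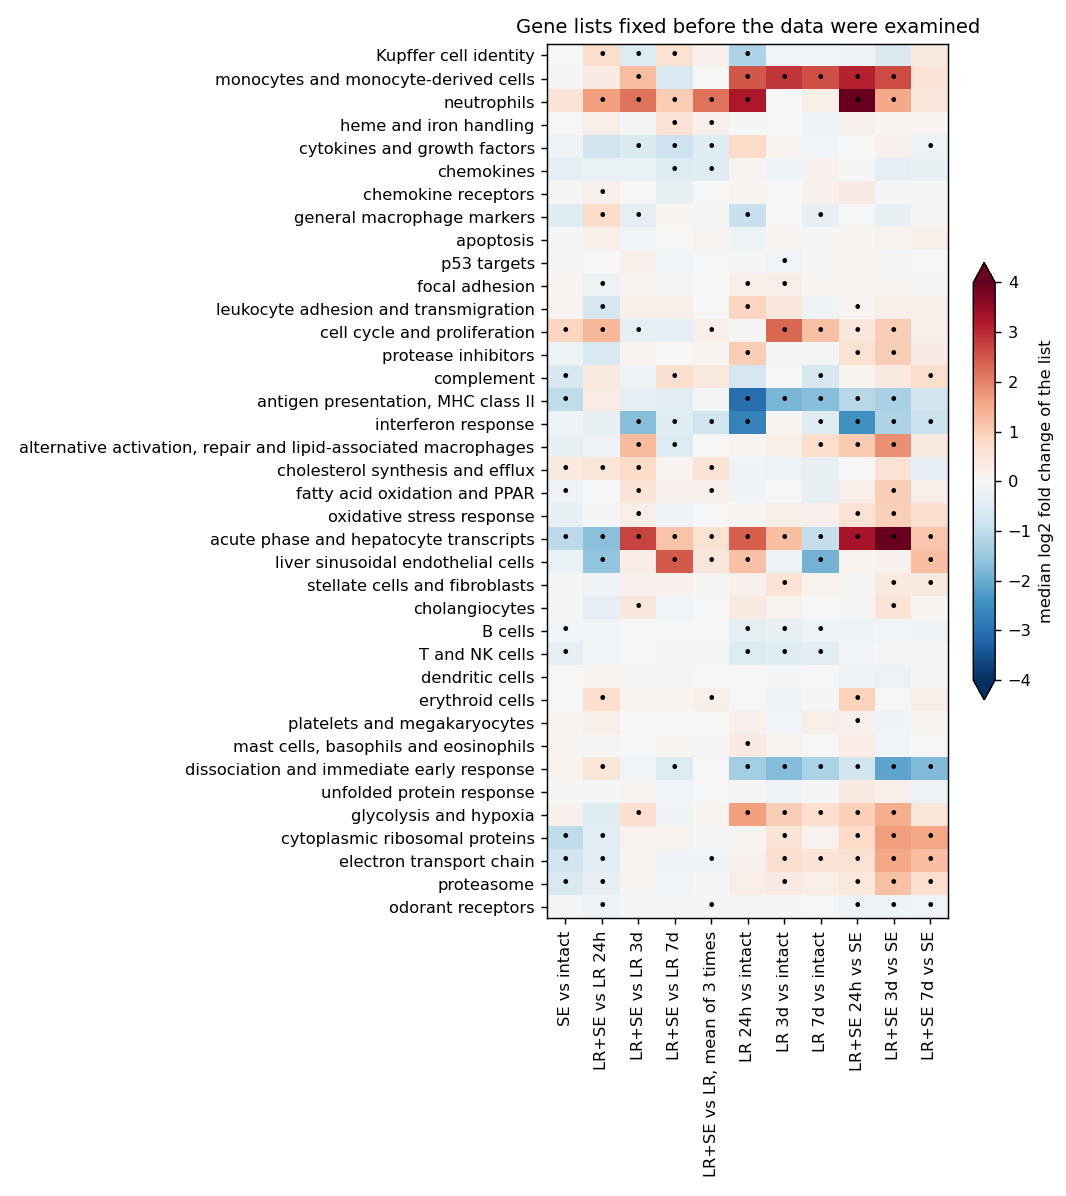
Median log2 fold change (colour) of the 38 gene lists (vertical) in 11 comparisons (horizontal), with dots where the camera adjusted p was under 0.05 at the preset correlation. The sinusoidal endothelial list was -1.59 in LR+SE against LR at 24 h and 2.45 at 7 days.

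The response to resection with the spleen and without it was set side by side at each time, in comparisons that share no arrays. Across genes, which are not independent replicates, the log2 fold changes correlated with r of 0.45 at 24 h, 0.46 at 3 days and 0.19 at 7 days. At 24 h 75 clusters rose in both, with 7.36 expected, and 59 fell in both, with 3.42 expected, while 2 moved in opposite directions, with 11.6 expected. At 3 days the counts were 95 and 89, with 15.9 and 3.84 expected, and 3 opposite, with 16.5 expected. At 7 days they were 6 and 20, with 0.66 and 1.02 expected, and 5 opposite, with 1.69 expected, so at this time opposite moves were also more than expected. The difference between the responses was tested as an interaction, which was positive for MHC class II genes at 24 h (camera adjusted p = 1.41e-04, adjusted p = 0.443 with an estimated correlation, median 2.49, or 1.48 and adjusted p = 4.64e-04 with the block), for acute phase and hepatocyte genes at 3 days (camera adjusted p = 2.64e-20, adjusted p = 0.163 with an estimated correlation, median 4.35, or 6.03 and adjusted p = 2.86e-24 with the block) and for sinusoidal endothelial genes at 7 days. The endothelial list had camera adjusted p = 1.06e-20, adjusted p = 0.02 with an estimated correlation, and median 3.11, or 3.13 and adjusted p = 2.56e-21 with the block.

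**Figure D4:**
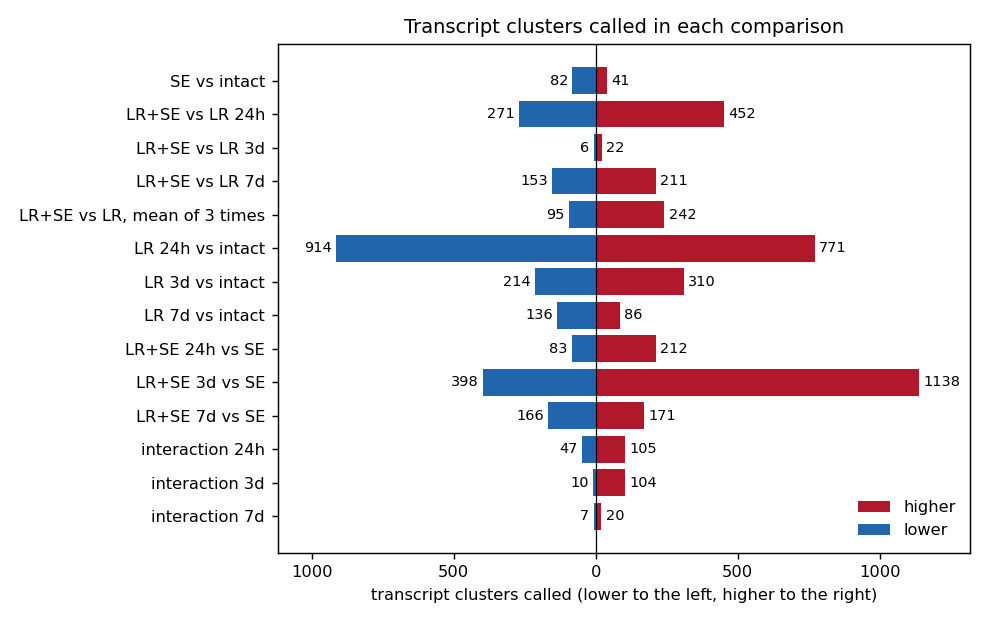
Number of transcript clusters called in each of the 14 comparisons (vertical), with lower clusters to the left and higher clusters to the right (horizontal, count). The largest counts were 914 lower in LR 24 h against intact and 1138 higher in LR+SE 3 days against SE.

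Of the 38 lists, 3 passed camera in none of the 11 comparisons outside the interactions. These were apoptosis, whose lowest adjusted p was 0.321 in LR 24 h against intact (median -0.21, 3 of 26 called), dendritic cells, with 0.0677 in the same comparison (median 0.03, 3 of 13 called), and the unfolded protein response, with 0.155 in LR 7 days against intact (median -0.06, 1 of 16 called). The 1080 odorant receptor clusters, taken as genes at background, passed camera in 5 of them. Their median was -0.13 in LR+SE against LR at 24 h and -0.08 over the 3 times. Camera adjusted p was 0.00394 and 4.89e-04, or 0.541 and 0.633 with an estimated correlation. Against SE the median was -0.13, -0.17 and -0.11 at 24 h, 3 and 7 days. Camera adjusted p was 2.12e-04, 1.48e-04 and 0.00166, or 0.357, 0.351 and 0.571 with an estimated correlation. The call at 7 days ended without LR+SE 7 days replicate 2 (-0.06). List shifts of this size were thus also measured at background.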

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

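The tests of female mice, of swapped labels, of hepatocyte RNA in SE and in LR+SE 3 days, of the sex of the mice and of mature neutrophils, and the Y-linked block, were chosen only after the results were seen.

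A positive interaction, a higher response after splenectomy, also arises where SE lay below intact, whose arrays lacked Y-linked signal. SE minus intact was -4.72 for Cyp2a5, -3.97 for Adh1, -4.67 for Ces1c, -3.65 for Jchain and 4.22 for Marco, but 0.52 for Ctsg. At 24 h the interaction passed in 152 clusters, 105 positive and 47 negative. The largest positive values were those of the granule genes Ctsg (4.91 ± 0.80), Ltf (4.88 ± 1.11) and Prtn3 (4.34 ± 0.76) and the hepatocyte genes Adh1 (4.83 ± 1.00) and Cyp2a5 (4.62 ± 1.04). The most negative were Serpinb2 (-6.88 ± 1.16), Marco (-6.84 ± 1.16), Akap12 (-5.42 ± 1.04), Rasd1 (-5.06 ± 1.04) and Adamts1 (-5.06 ± 1.16). After quantile normalization 53 were positive and 48 negative, and after cyclic loess 57 and 53. The count was 76 and 72 without intact replicates 2 and 3, 87 and 63 without SE replicates 2 and 3, 51 and 69 without LR+SE 24 h replicates 2 and 3, and 49 (23 positive and 26 negative) without LR 24 h replicate 2, and without its replicate 3 65 were positive and 70 negative. Under the Y-linked block 1 cluster passed and 0 of 23 named calls held, all in the same direction, while the median size of the 152 went from 2.51 to 2.34 and their median standard error from 0.503 to 0.627.

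At 3 days the interaction passed in 114 clusters, 104 positive and 10 negative, led by the hepatocyte genes Ttr (7.65 ± 1.49), Apoa1 (7.21 ± 1.59), Apoh (6.99 ± 1.00), Ahsg (6.84 ± 1.5) and Adh1 (6.58 ± 1.00). Negative values were those of the Y-linked gene Uty (-10.18 ± 1.94), Il10 (-3.72 ± 0.82), the replication gene Cdt1 (-1.82 ± 0.37), Erf (-1.56 ± 0.34) and Ticrr (-1.37 ± 0.29). The count was 59 and 45 without intact replicates 1 and 3, 39 and 52 without SE replicates 2 and 3, 50 and 33 without LR 3 days replicates 1 and 2, and 232 without LR+SE 3 days replicate 3. The Y-linked block left 6 clusters, and 2 of 17 named calls held, all in the same direction, while the median size of the 114 went from 4.12 to 3.61 and their median standard error from 0.759 to 1.06.

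At 7 days the interaction passed in 27 clusters, 20 positive and 7 negative. Positive values were those of Jchain (6.31 ± 0.91), the hepatocyte genes Ces1c (6.07 ± 1.13) and Ces1d (4.71 ± 0.86) and the sinusoidal endothelial genes Clec4g (4.87 ± 0.67) and Oit3 (4.58 ± 0.83), and negative values those of Bhlhe41 (-3.18 ± 0.59), Eid3 (-2.77 ± 0.54), Mrps9 (-2.42 ± 0.40), Ccng2 (-2.32 ± 0.42) and Irf2bp2 (-1.94 ± 0.32). After quantile normalization 18 were positive and 15 negative, and after cyclic loess 18 and 11. The count was 13, 104 and 15 without intact replicates 1, 2 and 3, 16 and 7 without SE replicates 2 and 3, 482 without LR 7 days replicate 2, and 57 and 17 without LR+SE 7 days replicates 1 and 2. In the blocked fit 8 clusters passed and 2 of 14 named calls held, all in the same direction, while the median size of the 27 went from 4.13 to 3.52 and their median standard error from 0.734 to 0.759.

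The first pattern weighed was the Y-linked genes at background on 5 arrays, all 3 of intact, replicate 1 of LR+SE 3 days and replicate 2 of LR 7 days. Weak hybridization was argued against by the other clusters, since at most 0% of the 2647 clusters with a median of 8 to 11 on the other arrays lay below background on any of the 5. Labels swapped with an intact array were argued against by the 0 intact arrays with Y-linked signal. Female mice in those preparations remain a candidate explanation: Kdm6a, Kdm5c and Eif2s3x, X-linked genes that escape inactivation, lay above both group mates on both arrays of the mixed groups in 6 of 6 combinations. The study states male mice, and a swap with a sample from outside the series stays open as well.

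The second pattern was the movement of hepatocyte transcripts, which were lower in SE than in intact and higher in LR+SE than in LR at 3 days. A lower signal on the SE arrays of all clusters in the range of their intact means was argued against. The other 7681 clusters within it had a median of -0.12, against -2.30 for the 14 hepatocyte genes outside the acute phase. Most were not bright, so a lower signal of bright clusters stays open, and ribosomal protein genes fell too (median -1.03). The sex of the mice as the whole cause of the first difference was argued against, since with the Y-linked block the mean of the 14 genes had a difference of -3.27 ± 1.07, against -2.26 ± 0.75 without it, although the gene calls ended with larger standard errors, as for Alb (-3.66 ± 0.52 and -3.47 ± 0.77). The block moved Uty from 7.31 ± 1.37 to 1.00 ± 0.52, and a part of sex in the difference stays open, because the block assumes 1 effect of sex in all groups and rests on 2 arrays outside intact. Less hepatocyte RNA in the SE preparations and more of it in LR+SE 3 days (median 2.58) cannot be told apart from an effect of splenectomy on hepatocyte genes, which was not tested alone: all 14 genes moved in the stated direction, which restates the pattern, and their folds varied too much for 1 common share to show (SD 1.43 and 1.22), with Alb near the top of the scale, although F4/80 selection is meant to remove hepatocytes.

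The last pattern was the rise of neutrophil genes in LR+SE over LR at 24 h. One array standing apart was argued against, as 6 of the 6 called genes stayed called without any 1 of the 6 arrays. More mature neutrophils as the whole cause were argued against: against 5.78 (SD 1.15) for the primary granule genes Mpo, Elane, Prtn3 and Ctsg, the other 13 genes of the list had a median of 0.0032 (SD 2.56), although Ltf and Camp among them passed. Immature granulocyte or monocyte precursors remain a candidate explanation that was not tested further, although the density gradient and F4/80 selection are meant to remove granulocytes, and a smaller rise of mature neutrophils stays open. No value here tells apart a change in cell numbers from a change within cells.

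Other splits of the same arrays were counted for each comparison. For 3 against 3 arrays there are 10 splits, too few for a share under 0.05. In SE against intact the real split gave 123 calls and the highest other 1 (1 of 10 as large, as below unless stated). LR+SE against LR gave 723 and 20, 28 and 0, and 364 and 761 (2 of 10) at 24 h, 3 and 7 days. LR against intact gave 1685 and 0, 524 and 0, and 222 and 880 (2 of 10). LR+SE against SE gave 295 and 0, 1536 and 8, and 337 and 0. The split with 761 exchanged LR 7 days replicate 2, which lacked Y-linked signal, with LR+SE 7 days replicate 1, and the split with 880 exchanged it with intact replicate 1, which points to a structure of the samples around that array. Against the 4 splits that part as many pairs, the highest other was 1 in SE against intact and 0 in LR 3 days against intact.

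For the mean of the 3 times 3 of 100 splits gave as many as the real 337 (highest other 375, with that same exchange at 7 days), and for the interaction at 3 days 1 of 100 (114, highest other 27). Both sampled shares lie under 0.05 but take arrays as separate pools. For the latter the 17 splits parting as many pairs are too few for that. Its 27 came from exchanging whole LR and LR+SE groups (13 without it). Interaction splits exchange arrays across splenectomy, so any splenectomy effect favours the real one. For the interaction at 24 h 5 of 100 did (152, highest other 615) and at 7 days 11 of 100 (27, highest other 847), so chance is not excluded there. These 2 highest splits point to structure, that at 24 h keeping LR+SE 24 h replicate 3 and LR 24 h replicate 2 apart from their mates and that at 7 days exchanging LR 7 days replicate 2.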

How the results depend on the processing

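Both alternatives on Y-linked signal were chosen after the results were seen, and the others planned.

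Within 1.5 times the reported number of calls, cyclic loess kept every count and quantile normalization all but the interaction at 24 h (101). The filter on dim clusters gave 63 for LR+SE against LR at 3 days, 510 for LR+SE 7 days against SE and 97 for the interaction at 7 days, with fewer clusters tested. Trended and robust moderation gave 68 for LR+SE against LR at 3 days and 45 for the interaction at 7 days. A fit on only the arrays compared, with fewer degrees of freedom, gave 1 for LR+SE against LR at 3 days, 1 at 7 days, 985 for LR 3 days and 30 for LR 7 days against intact, 891 for LR+SE 3 days against SE, and 71 and 3 for the interactions at 3 and 7 days.

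With the Y-linked block 5 clusters passed in SE against intact, 51 in LR+SE against LR at 3 days and 647 at 7 days, 302, 275 and 45 in LR 24 h, 3 days and 7 days against intact, and 1, 6 and 8 in the interactions. Its larger standard errors against intact follow from its construction. Without both arrays lacking Y-linked signal the counts were 43 for LR+SE against LR at 3 days, 1051 at 7 days and 614 over the mean, 726 for LR 7 days against intact, and 268 and 452 for the interactions at 24 h and 7 days. The methods' t-test, unadjusted, called 2092 in SE against intact and 2848, 1526 and 1725 in LR+SE against LR at 24 h, 3 and 7 days, and after adjustment 0, 1, 0 and 0, where limma had 2855, 3185, 1541 and 2885 unadjusted.

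With each array left out in turn the lowest and highest counts were 37 and 120 for SE against intact, 349 and 691, 1 and 198, and 109 and 1087 for LR+SE against LR at 24 h, 3 and 7 days, and 141 and 926 for their mean. They were 949 and 1495, 249 and 448, and 81 and 781 for LR against intact, 138 and 430, 909 and 1515, and 87 and 437 for LR+SE against SE, and 49 and 162, 33 and 232, and 7 and 482 for the interactions. The highest counts at 7 days came without LR 7 days replicate 2 for LR+SE against LR, LR against intact and the interaction. Fewer arrays give less power by construction, and why some counts rose was not tested.

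The correlation of the resection response at 24 h, 0.445, was 0.665 over only the clusters called in either comparison, which were chosen for size. The difference of median r within and between groups, 0.0742, was 0.181 over fewer of the most variable clusters and 0.0128 over all, and the cause was not tested.

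Some lists reversed their direction, a verdict given only where the reported or the alternative value passed the threshold. With the dim filter T and NK cells had a median of 0.32 in SE against intact and -0.13, -0.28 and -0.36 in the interactions at 24 h, 3 and 7 days, with fewer list genes left. With the Y-linked block heme and iron handling had 0.37 in SE against intact, cell cycle 1.14 in LR 24 h against intact and -0.57 in the interaction at 24 h, ribosomal proteins -0.68, -0.36 and -0.35 in LR 24 h, 3 and 7 days against intact, and odorant receptors 0.010 in the interaction at 3 days. Without intact replicate 1 odorant receptors had 0.092 in LR 7 days against intact, where leaving out 1 array gave -0.061 to 0.092. Without LR+SE 24 h replicate 3 the electron transport chain had 0.014 in the interaction at 24 h, in a range of 0.014 to 0.516. The cause of these was not tested.

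Of 722 gene values 667 kept direction and side of the threshold under quantile normalization, 671 under cyclic loess, 661 under trended moderation, 494 with only the arrays compared, 495 with the Y-linked block and 666 without the 2 arrays, and none reversed under these. Of 532 list values 355 kept both with an estimated correlation, 407 with fry, 492 under quantile normalization, 489 under cyclic loess, 475 with the dim filter, 532 with trended moderation and 468 with the Y-linked block. With an estimated correlation 177 of these list values lost their call and none gained one.

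The replicate number as a block kept every count within 1.5 times. In LR 3 days against intact it ended the calls of Ddb2 (-0.96, adjusted p = 0.0577), Itga6 (2.11, 0.0510), Fabp1 (-1.92, 0.0677), Il2rb (-1.5, 0.0619), Psmb6 (1.34, 0.0559) and the focal adhesion list (median 0.22, 0.0507), and it changed no other named call there or in SE against intact (119 calls against 123). In the other comparisons replicate numbers correlated with r from -0.357 to 0.277 and did not pair.

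Signal over background limits precision for clusters near 3.98, where the median SD within groups was 0.28 but differences are flattened, and the ceiling near 19.93 flattens those of Alb, Hmox1 and Slc40a1.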

Other observations

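No test is reported in this part, and the observation was chosen after the values were seen.

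The ubiquitin ligase gene Mid1 lay at 12.88 ± 0.35 (mean ± SD, n = 3) in SE, 13.06 ± 0.33 in LR 24 h, 12.68 ± 0.78 in LR+SE 24 h and 12.08 ± 0.64 in LR+SE 7 days, against 9.48 ± 0.88 in intact, 10.29 ± 1.15 in LR 3 days, 10.50 ± 1.10 in LR+SE 3 days and 8.81 ± 0.36 in LR 7 days. Pirb, an inhibitory receptor of myeloid cells, divided the groups in the same way, at 15.91 ± 0.55, 15.17 ± 0.01, 16.16 ± 0.43 and 16.62 ± 1.40 in the first 4 groups and 13.57 ± 0.54, 13.91 ± 0.28, 13.77 ± 0.83 and 13.82 ± 0.78 in the other 4. This division follows neither splenectomy nor time, and the labels give no cohort or litter by which it was to be tested.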
